# High Throughput Sequencing Identifies Misregulated Genes in the *Drosophila* Polypyrimidine Tract-Binding Protein (*hephaestus*) Mutant Defective in Spermatogenesis

**DOI:** 10.1371/journal.pone.0150768

**Published:** 2016-03-04

**Authors:** Vinod Sridharan, Joseph Heimiller, Mark D. Robida, Ravinder Singh

## Abstract

The *Drosophila* polypyrimidine tract-binding protein (dmPTB or *hephaestus*) plays an important role during spermatogenesis. The *heph*^*2*^ mutation in this gene results in a specific defect in spermatogenesis, causing aberrant spermatid individualization and male sterility. However, the array of molecular defects in the mutant remains uncharacterized. Using an unbiased high throughput sequencing approach, we have identified transcripts that are misregulated in this mutant. Aberrant transcripts show altered expression levels, exon skipping, and alternative 5’ ends. We independently verified these findings by reverse-transcription and polymerase chain reaction (RT-PCR) analysis. Our analysis shows misregulation of transcripts that have been connected to spermatogenesis, including components of the actomyosin cytoskeletal apparatus. We show, for example, that the *Myosin light chain 1* (*Mlc1)* transcript is aberrantly spliced. Furthermore, bioinformatics analysis reveals that *Mlc1* contains a high affinity binding site(s) for dmPTB and that the site is conserved in many *Drosophila* species. We discuss that *Mlc1* and other components of the actomyosin cytoskeletal apparatus offer important molecular links between the loss of dmPTB function and the observed developmental defect in spermatogenesis. This study provides the first comprehensive list of genes misregulated *in vivo* in the *heph*^*2*^ mutant in *Drosophila* and offers insight into the role of dmPTB during spermatogenesis.

## Introduction

Heterogeneous nuclear ribonucleoproteins (hnRNPs) are ubiquitously expressed and associate with primary transcripts. One of these RNA-binding proteins, the polypyrimidine-tract-binding protein (PTB), which is also referred to as hnRNP I, binds to polypyrimidine tracts. These binding sites contain UCUU and UUCU sequence motifs [1–5]. PTB has been linked to regulation of mRNA splicing, polyadenylation, translation, mRNA stability/degradation, and mRNA localization (reviewed in [6–9]). Of the three human PTB genes (PTBP1, PTBP2, and PTBP3), PTBP1 is more widely expressed, and PTBP2 and PTBP3 show expression restricted to specific tissues [10].

There is one PTB homolog in *Drosophila melanogaster*, which is also known as *hephaestus* (*heph*). Varied phenotypes are associated with *Drosophila heph* mutants: embryonic lethality, sensory bristle and wing margin abnormalities [4, 11–13]. During wing development and embryogenesis, it has been implicated in modulating Notch signaling [11, 14–20]. During oogenesis, *heph* has been linked to *oskar* mRNA translational repression [21] and Grk signaling in the female germline [22].

We reported previously that a major *heph* or *dmPTB* transcript is expressed specifically in the male germline and that it correlates with male fertility in *Drosophila* [13]. Spermatogenesis, which is a complex process, shows remarkable cytological similarities between *Drosophila* and mammals: germ cell maintenance, mitotic divisions preceding meiosis, and morphological changes involving all cellular components (reviewed in [23]). Extensive genetic analysis of spermatogenesis has revealed multiple mutations that exhibit critical cytological blocks, for example, stem cell renewal, mitotic and meiotic amplification, and spermatid differentiation [23, 24]. In fact, *heph* was first identified in a genetic screen for male sterility [24]. Nonetheless, how relevant mutations influence specific stages during spermatogenesis had been a mystery. We showed that the dm*PTB* loss of function *heph*^*2*^ mutant disrupts the cellular process of spermatid individualization, leading to male sterility [4]. Spermatid individualization represents the terminal step in spermatogenesis.

To understand the sex-specific biological role of dmPTB in male sterility, the question arises what are specific mRNAs that are misregulated in the *heph*^*2*^ mutant? We undertook an unbiased high throughput sequencing approach to investigate the role of *heph* in *Drosophila* at a genome-wide level. We used RNA-Seq analysis of mRNAs from wild type and *heph*^*2*^ mutant flies and show that loss of *heph* function results in misregulation of several specific transcripts, including mRNA splicing misregulation, that may provide a missing link(s) to its role in spermatogenesis.

## Results

### High throughput sequence analysis for transcriptome profiling

The molecular basis of the developmental defects in the *heph*^*2*^ mutant is currently unknown. Therefore, we used high throughput sequencing to identify transcripts that are misregulated in *heph*^*2*^ mutant flies. 

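The RNA-Seq data came from whole adult males aged 1 to 3 days after eclosion, with 1 library of *heph*2 homozygotes and 1 library of *heph*2/*TM3* males as the wild-type control. *TM3* is a balancer, a rearranged chromosome 3 that is kept over a mutant chromosome because it does not recombine with it. Polyadenylated RNA from 1 microgram of total RNA was sequenced as single reads of 50 bases. The control library gave 57738593 reads, of which 91% mapped, and the *heph*2 library gave 44791181 reads, of which 92% mapped. The authors mapped the reads with TopHat to the FlyBase r5.44 annotation, analysed gene expression with Cufflinks, and deposited for each library the FPKM value of 14794 genes. FPKM (fragments per kilobase of transcript, scaled to the depth of the library) divides the reads of a gene by its length and by the depth of the library, so that the read counts themselves are no longer given.

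The low FPKM values still moved in steps of whole reads. Among 3901 genes with a mean FPKM under 5 in the 2 libraries, 119 had the ratio at which 1 *heph*2 read stood against 1 control read, and there 1 *heph*2 read was worth 1.54 times as much as 1 control read. The mapped reads of the 2 libraries stood in a ratio of 1.28. The scaling inside the FPKM values therefore placed the log2 ratios 0.28 above ratios scaled on mapped reads. Reads per gene were estimated from this step and from transcript lengths of a later annotation (BDGP6), and are approximate. Of the genes with a single transcript and 1 to 10 estimated reads, 61.4% of 477 in the control and 61.3% of 568 in *heph*2 fell within 0.1 of a whole read, where chance would give 20%.

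The expression change of each gene was taken as the log2 ratio of its *heph*2 FPKM to its control FPKM, without a pseudocount, for the 11962 genes with a mean FPKM of at least 1 and a value above 0 in both libraries. A further 240 genes were above 0 in the control only and 88 in *heph*2 only. Another 1033 genes were listed at 0 in both libraries, among them all 37 genes of the mitochondrial genome, so a listed 0 need not mean an absent transcript. The median log2 ratio was 0.01, and 50% of the genes lay between -0.24 and 0.29. The ratios moved with transcript length. The median was 0.33 over 2739 genes with transcripts of up to 1000 nucleotides and -0.20 over 2158 genes with transcripts of over 3000 nucleotides. With 1 library per genotype, none of the differences has a replicate check, no p-value is given, and each comparison is between these 2 libraries.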

We performed the RNA-Seq protocol on polyadenylated RNA from wild-type control and *heph*^*2*^ mutant adult flies. We obtained 57,738,593 sequence reads for the wild-type control and 44,791,181 sequence reads for the *heph*^*2*^ mutant. Using TopHat [25], over 90% of the sequences could be mapped to the *Drosophila* genome and about 7% corresponded to splice junction reads (“Table 1”).

**Table 1:** Sequencing and mapping statistics for the *heph*^*2*^ analysis.

Group	# of reads	# of spliced reads	% mapped to genome
*heph2/TM3* adult males(control)	57,738,593	3,981,756 (7%)	91%
*heph2/heph2* adult males	44,791,181	3,154,576 (7%)	92%

The *heph*^2^ mutant was generated via *P* element transposon mutagenesis [24]. Multiple sequence reads from the *heph*^2^ mutant confirmed the insertion of the transposon *P* element in the *heph* locus. As shown in Fig 1, the *heph*^*2*^ mutation disrupted synthesis of *dmPTB* transcripts in *heph*^*2*^ homozygotes—a severe drop-off in mapped reads downstream of the *P* element insertion, which is located within a *heph* intron. These results show that the *heph*^*2*^ mutation resulted in truncation of about 96% of the *dmPTB* transcripts. 

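The gene-level value of *heph* itself (FBgn0011224, chromosome 3R from 27676704 to 27819000 in r5.44) was 44.0 FPKM in the control library and 27.2 FPKM in the *heph*2 library, which is 61.8% of the control and a log2 ratio of -0.69. About 6622 control reads and 2652 *heph*2 reads stood behind these values. Of the 11962 genes compared, 5.32% had a lower ratio than *heph*. The control males also carry a *heph*2 chromosome, over *TM3*, so the control value is not that of flies without the mutation. When the ratios were scaled on mapped reads, the log2 ratio of *heph* was -0.97. The FPKM of the gene pools all of its transcripts, 25 in the BDGP6 annotation, and exons on both sides of the *P* element, so it cannot give the level downstream of the insertion. The reads along the locus, which Fig 1 draws, were not analysed here. From the loss of mapped reads downstream of the insertion in Fig 1, the paper concludes that the *heph*2 mutation truncates most of the *dmPTB* transcripts.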

Considering full-length transcripts, the *heph*^*2*^ homozygous mutants have roughly 4% of wild-type mRNA levels. Thus, transcriptome profiling establishes for the first time how *dmPTB* transcripts are disrupted in the *heph*^*2*^ mutant.

**Fig 1:**
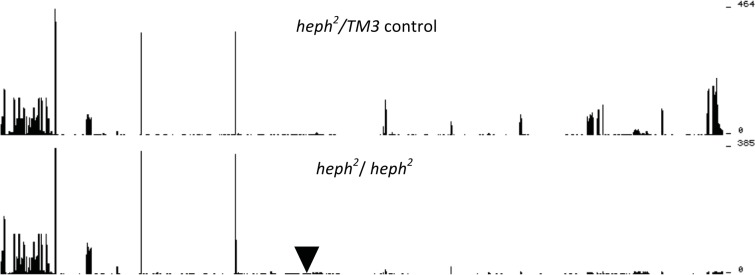
Loss of RNA-Seq coverage in the *heph*^*2*^ homozygous mutant in the 3’ portion of the *heph* gene, downstream of the *P* element insertion site. The control sample is shown on the top graph and the *heph*^*2*^ homozygous mutant on the bottom graph. The inverted triangle represents the location of the *P* element insertion in an intron (intron has been condensed to save space). There are two transcription start sites for the *dmPTB or heph* locus, producing transcripts with proximal and distal 5’UTRs. The abundant male germline-specific transcript, which is disrupted in the *heph*^*2*^ mutant, results from the use of the distal or upstream promoter. The *P* element in *heph*^*2*^ is inserted into an intron corresponding to the transcript with distal 5’ UTR. However, for the *heph*^*03429*^ mutant, showing embryonic lethality, the *P* element is inserted into an intron downstream of the proximal 5’ transcript start site. This transcript start site is relevant for the non-sex-specific, including embryonic, function of *dmPTB*; no reads were found that spanned the other end of the *P* element insertion into the *heph* gene [26].

### Transcriptome profiling identifies mRNA expression level differences

We compared the two samples for expression levels of individual genes. In the *heph*^*2*^ dataset, the Cufflinks software identified 493 genes as differentially expressed (Fig 2A, see Methods for details). 

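The call of a gene by Cufflinks rests on a test of the reads, which the FPKM values do not allow to be repeated. The size of the changes can be counted. Of the 11962 genes compared, 1089 changed by at least 0.781 on the log2 scale, the smallest change that Cufflinks called, with 574 higher and 515 lower in *heph*2. This count depended on the choices made. It was 671 among the genes with a mean FPKM of at least 10, and 2258 when the ratios were centred on the cytosolic ribosomal protein genes, the choice that moved it most. The copy of S1 Table at hand held 1999 genes, with 12795 further lines left out, and the FPKM values of these 1999 genes were identical to the deposited ones.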

There were numerous genes whose expression level changed over 2-fold (Fig 2A). 

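Of the 11962 genes compared, 626 changed at least 2-fold, with 334 higher and 292 lower in *heph*2. Large changes were mostly decreases. At least 4-fold, 19 genes were higher and 46 were lower, and at least 8-fold, 3 genes were higher and 25 were lower. Many of these decreases were of eggshell, yolk protein and female germline genes. Outside these, 28 genes were at least 4-fold lower and 11 at least 8-fold lower. Centring the ratios on the ribosomal protein genes moved the 2-fold counts most, to 103 higher and 944 lower.

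**Figure D1:**
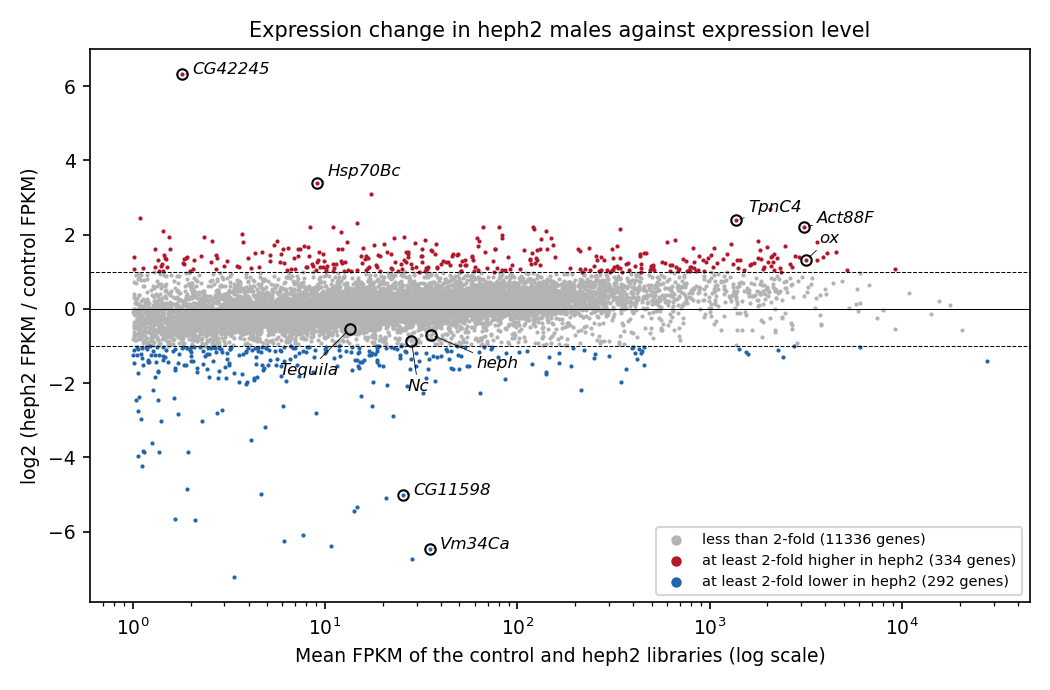
Each point is 1 of the 11962 genes compared, with the mean FPKM of the 2 libraries on the horizontal axis (log scale) and the log2 ratio of *heph*2 FPKM to control FPKM on the vertical axis. Red points are at least 2-fold higher in *heph*2 and blue points at least 2-fold lower (dashed lines), grey points changed less, and circles mark genes that the paper names. The gene *CG42245* stands highest of the circled genes at 6.32 and *Vm34Ca* lowest at -6.46.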

Next, we asked if some functional gene ontology categories were over-represented in these differentially expressed genes. Using gene ontology analysis with DAVID (The Database for Annotation, Visualization and Integrated Discovery), we subjected to comparative analysis the above gene set that showed difference in expression levels between the wild-type control and the *heph*^2^ mutant. Our analysis showed several over-expressed gene categories such as RNA metabolism, extracellular/secreted, hormones, and peptidases (Fig 2B and Table 2). 

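Gene families that fall under the categories of Fig 2B and Table 2 were looked at through lists fixed before the data were examined, not through the gene sets of DAVID. Each list was described by its median log2 ratio and by the percentile of that median among 10000 random lists of the same size matched on mean FPKM. Among secreted proteins, the 30 accessory gland genes had a median of -0.80 (percentile 0), with 29 of them lower in *heph*2, and their share of all FPKM was 8.87% in the control and 3.92% in *heph*2. Among peptidases, the 25 Jonah protease and trypsin genes had a median of 0.49 (percentile 99.99), with 18 higher and 7 lower and ratios between -1.54 and 1.76. The percentile was 99.8 when the random lists were matched on transcript length too. When each ratio was instead taken relative to genes of similar length and level, the median was 0.04 (percentile 73.9). Both comparisons were chosen after seeing the data. The 66 cuticle genes had a median of 0.00 (percentile 81.8, and 3.57 when matched on transcript length too).

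Among mitochondrial genes, nuclear genes of the respiratory chain were higher in *heph*2. The median log2 ratio was 1.02 over 33 genes of complex I (percentile 100), 1.12 over 10 genes of complex III (percentile 99.96), 1.37 over 9 genes of complex IV and cytochrome c (percentile 99.99) and 1.29 over 12 genes of ATP synthase (percentile 100). All but 2 of these genes, both of complex I, were higher. The 72 mitochondrial ribosomal protein genes had a median of 0.42 (percentile 100, and 99.6 when matched on transcript length too). The median became -0.02 when the ratios were centred on the cytosolic ribosomal protein genes, which takes 1 amount from every ratio and leaves the percentile unchanged. Relative to genes of similar length and level it was 0.11 (percentile 99.94). Among stress response genes, the 14 heat shock genes had a median of 1.52 (percentile 100) and the 5 Turandot genes a median of 1.29 (percentile 99.99). With the Hsp70 copies left out, whose near-identical sequences can share reads, the median of the remaining 11 heat shock genes was 1.37 (percentile 100). Genes of RNA metabolism, hormones and lipases were not analysed here as lists.

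**Figure D2:**
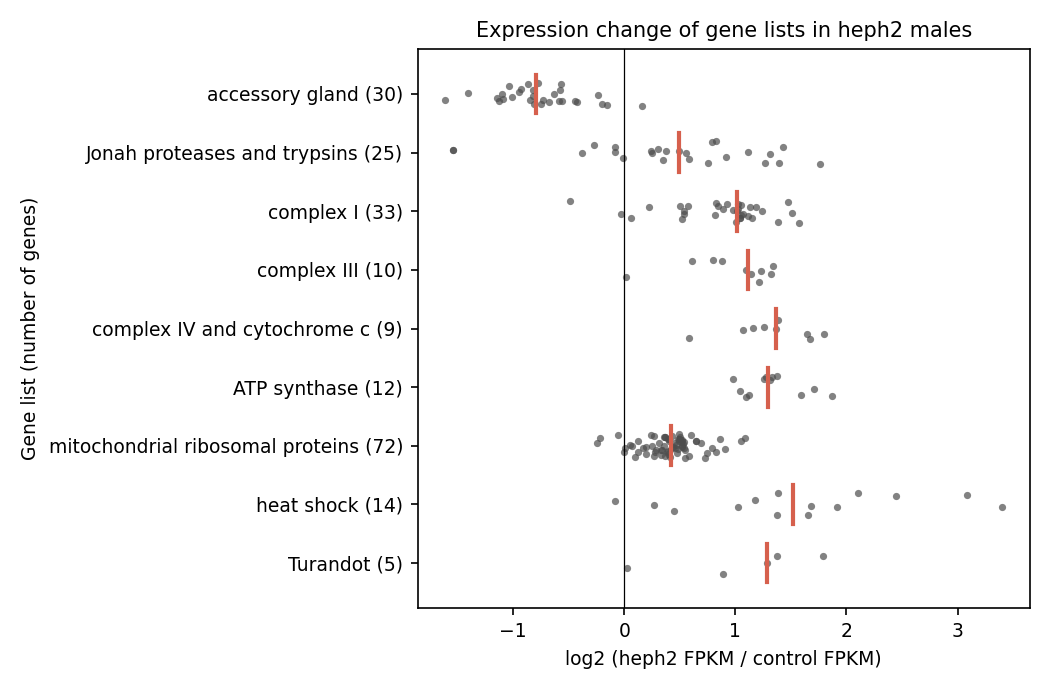
Each point is 1 gene, with its log2 ratio of *heph*2 FPKM to control FPKM on the horizontal axis and its list, with the number of genes compared, on the vertical axis; red bars are the medians of the lists. The accessory gland genes lie to the left of 0 except 1, and the complex III, complex IV and ATP synthase genes all lie to the right of 0.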

Given that many genes play multiple cellular roles, further studies will be needed to establish whether and how the GO terms are related to the spermatogenesis phenotype. When we carefully inspected these genes, there were two differentially expressed genes that had been known to be involved in spermatogenesis: *Nc* (*Nedd2-like caspase* or *Dronc*) and *oxen* (*ox*) [24, 27, 28]. 

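*Nc* (FBgn0026404, chromosome 3L from 9961543 to 9964102) had 36.2 FPKM in the control and 20.0 FPKM in the *heph*2 mutant, from about 3069 and 1100 reads. This was 55.3% of the control level and a log2 ratio of -0.85, and 3.53% of the genes compared had a lower ratio. *ox* (FBgn0011227, in a region of chromosome 2R from 8640531 to 8645028 listed for *mRpL18* too) had 1822 FPKM in the control and 4543.5 FPKM in *heph*2. This was a 2.49-fold increase with a log2 ratio of 1.32. Of the genes compared, 98.7% had a lower ratio than *ox*. The *ox* transcript is short, with 331 nucleotides, and relative to genes of similar length and level its log2 ratio was 0.74, while that of *Nc* was -0.83. Scaled on mapped reads, the log2 ratio was 1.04 for *ox* and -1.13 for *Nc*. Both of these comparisons were chosen after seeing the data. *ox* encodes a subunit of respiratory complex III, and the median log2 ratio of the other 9 complex III genes was 1.09.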

In the *heph*^*2*^ mutant, *Dronc/Nc* levels were reduced to about 50% of wild-type levels, and *ox* levels were increased by 2.5 times compared to wild type (see Discussion for the functional relevance of these genes). Since *heph*^*2*^ mutants cause male but not female sterility, we also compared genes differentially expressed in *heph*^*2*^ to those expressed mostly in the male germline, but not in the female germline, using modEncode RNA Seq data [29]. The intersection of the male-specific genes (genes that were significantly higher in the adult male germline vs. the female germline) and the genes expressed in *heph*^*2*^ yielded 185 genes (about 86 genes were expected by chance). None of these genes, however, was related to spermatid individualization based on prior annotation. Our results show significant changes in gene expression of specific genes in the *heph*^2^ mutant.

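The genes at both ends of the range were also read from the table, among those with a mean FPKM of at least 1 and a value above 0 in both libraries. Without a pseudocount, the 5 largest decreases were those of *Map205*, *Vm26Aa*, *Vm34Ca*, *Cp36* and *CG32198*. *Map205* (FBgn0002645, chromosome 3R from 27882314 to 27894162) went from 6.65 FPKM to 0.0442 FPKM, a log2 ratio of -7.23, with about 6 reads left in *heph*2. *Vm26Aa* (chromosome 2L) had a log2 ratio of -6.73 and *Cp36* (chromosome X) one of -6.38, and both of these genes encode eggshell proteins. *CG32198* (chromosome 3L) went from 12.1 FPKM to 0.159 FPKM. Since about 1 read was left in *heph*2, it was at least 25.5-fold lower, taking 3 reads as the floor. The 5 largest increases were those of *CG42245*, *Hsp70Bc*, *Hsp70Bb*, *fln* and *Hsp70Bbb*. *fln* (FBgn0005633, chromosome 3L from 19982651 to 19984279), which encodes a flight muscle protein, went from 557 FPKM to 3569 FPKM, a log2 ratio of 2.68. *Hsp70Bb* had a log2 ratio of 3.09 and *Hsp70Bbb* one of 2.44, and the reads of these copies cannot be assigned to 1 copy with certainty. From its own results, the paper concludes that the expression of specific genes is significantly changed in the *heph*2 mutant.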

**Fig 2:**
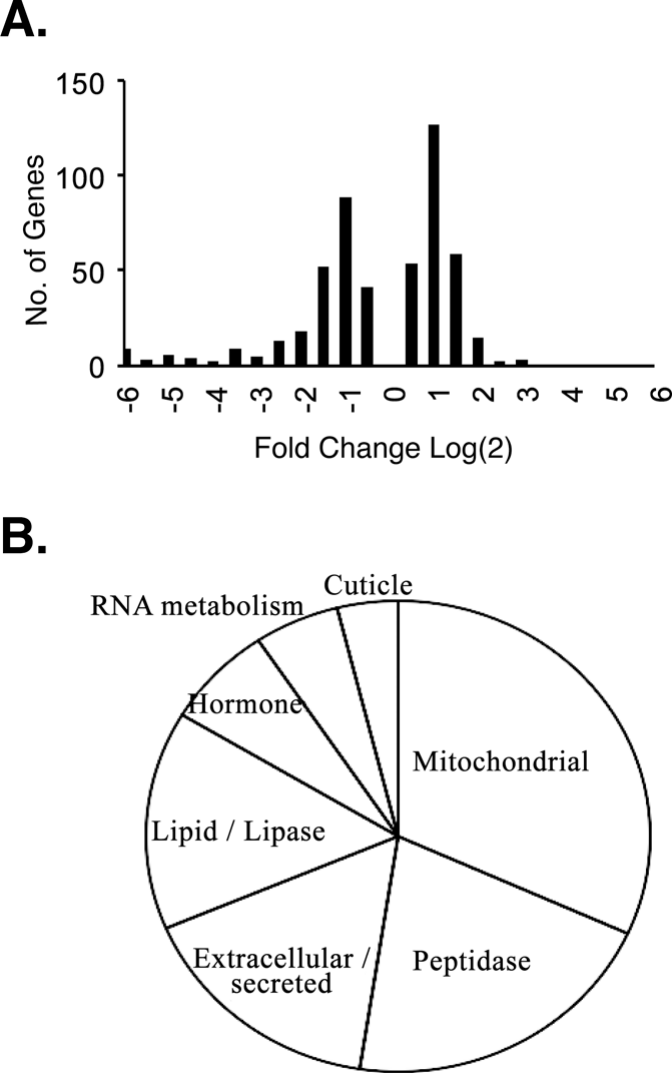
Effect of the *heph*^*2*^ mutation on fold-changes in gene expression. Histogram of fold-changes in the *heph*^*2*^ mutants of genes called significant by Cufflinks (note that Cufflinks did not call any genes significant below 0.78 log_2_ change). The list is provided in S1 Table. (B). Pie chart representing gene ontology categories over-represented in the genes that are significantly affected in the *heph*^*2*^ mutant.

**Table 2:** Selected gene ontology categories from the *heph*^*2*^ analysis.

GO category	DAVID—*P* value(Benjamini-adjusted)	Up or down-regulation
extracellular / secreted	1 x 10^−15^	up/down
mitochondrial	2 x 10^−14^	up/down
peptidase	1 x 10^−8^	up/down
stress response	1 x 10^−8^	up
signal peptide	3 x 10^−6^	down
lipase	3 x 10^−5^	up/down

The p-values for ontology groups are shown from the DAVID analysis.

### Transcriptome profiling identifies misregulated mRNA isoforms

Differences in mRNA isoforms could result from use of alternative transcription start sites (TSS), alternative 5’ splice sites, alternative 3’ splice sites, exon skipping, and alternative 3’ ends. Alternative isoform candidates in the *heph*^*2*^ dataset were first identified using MISO (Mixture of ISOforms) [30]. While MISO called 35 alternative isoform candidates as significant, we found, upon manual inspection, that most of these candidates appeared to be weak, and thus were not pursued. Our experience revealed the limitation of this algorithm. However, during our inspection we observed significant isoform differences in several categories. Table 3 shows a list of the filtered candidates and observed fold-changes. Transcripts such as *Paramyosin* (*Prm*) and *Tequila* were examples of alternative 5’ untranslated regions resulting from alternative transcription start sites (5.3 fold). CG43293 was an example of alternative 5’ splice site (significant fold change: 27% vs. 0%). *Myosin alkali light chain 1* (*Mlc1*), *CG1674*, and *Aldolase* (*Ald*) were examples of alternative exons (2–4 fold). The transcripts above showed the most significant isoform differences in the *heph*^2^ mutant. We conclude that the *heph*^*2*^ mutation results in misregulation of specific mRNA isoforms.

**Table 3:** *heph*^*2*^ differentially expressed isoforms.

Gene	Alternative Isoform	Fold-change	Gene ontology
*Paramyosin* (*Prm*)	TSS	5.3	Structural constituent of muscle
*Tequila*	TSS	5.3	Serine-type endopeptidase
*Myosin alkali light chain 1* (*Mlc1*)	Exon	2.1	Actin motor
*CG1674*	Exon	4.1	Unknown
*Aldolase* (*Ald*)	Exon	1.8	Fructose-bisphosphate aldolase
*CG43293*	5’ SS	Large	Unknown

The candidates were manually filtered. The fold change was calculated based on values from control (%) versus *heph*^*2*^ mutant (%), calculated from exon-exon spanning ‘spliced’ reads supporting each isoform. The Bayes factor/odds ratio for these candidate as called by MISO was 10^9^ or better.

### RT-PCR analysis confirms expression level differences

We randomly selected several candidates from specific gene ontology categories for analysis by RT-PCR for their expression level differences between the wild-type control and the *heph*^2^ mutant. Fig 3 shows that RT-PCR analysis recapitulated the up and down regulation observed from the Illumina sequencing reads. For example, transcripts such as *Act88F*, *TpnC4*, *Hsp70Bc*, *CG11162*, and *CG42245* were significantly upregulated in the *heph*^2^ mutant. On the other hand, transcripts such as *CG11598* and *Vm34Ca* exhibited downregulation (Table 4 and S1 Table). 

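In the deposited values, *Act88F* (FBgn0000047, chromosome 3R from 11265710 to 11267895) had 1106 FPKM in the control and 5100.01 FPKM in *heph*2, a 4.61-fold increase. *TpnC4* (FBgn0033027, chromosome 2R from 1384184 to 1437059) had 441 FPKM and 2299 FPKM, a 5.21-fold increase. More than 10000 estimated reads stood behind each of these 4 values. The next genes were far less abundant. *Hsp70Bc* (FBgn0013279, chromosome 3R from 8334798 to 8337008) rose from 1.58 FPKM to 16.7 FPKM, which is 10.5-fold, and could share reads with near-identical copies. *CG42245* (FBgn0250911, chromosome 3L from 2631720 to 2641984) rose from 0.0445 FPKM to 3.55 FPKM, which is 79.8-fold, from about 10 control reads and 527 *heph*2 reads. With a pseudocount of 1 added to both FPKM values, its log2 ratio fell from 6.32 to 2.12. *CG11162* (FBgn0030509, chromosome X from 13570948 to 13571854) rose from 0.0337 FPKM to 0.676 FPKM. The control value was that of about 1 read, so the 20.1-fold ratio of the 2 values can only be read as at least 6.69-fold higher, with 3 reads as the floor, and the mean FPKM of this gene was below the minimum of 1 used for the counts of genes.

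**Figure D3:**
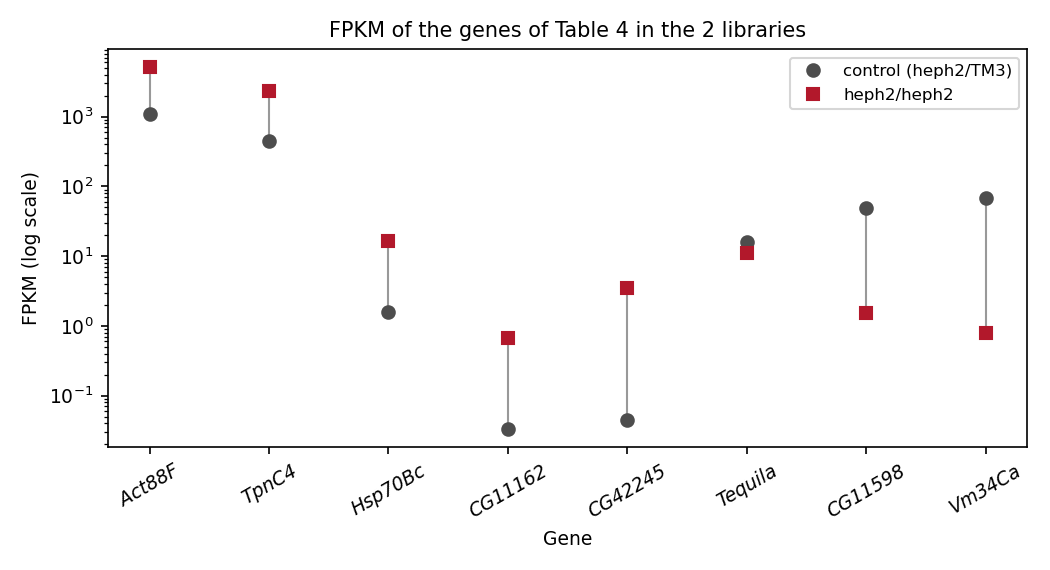
FPKM of the 8 genes of Table 4 (log scale) in the control library (grey circles) and the *heph*2 library (red squares), 1 library each, with a line joining both values of a gene. *Act88F* and *TpnC4* are above 400 FPKM in both libraries, whereas *CG11162* and *CG42245* are below 0.1 FPKM in the control.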

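*CG11598* (FBgn0038067, chromosome 3R from 8460639 to 8462007) had 49.4 FPKM in the control and 1.54 FPKM in *heph*2, a 32.1-fold decrease from about 2416 reads to 49. *Vm34Ca* (FBgn0003983, chromosome 2L from 13411177 to 13411631), which encodes a vitelline membrane protein of the eggshell, had 69.3 FPKM in the control and 0.787 FPKM in *heph*2, an 88.1-fold decrease from about 940 reads to 7. Among the genes compared, 2 had a lower ratio than *Vm34Ca* and 11 a lower ratio than *CG11598*. *Vm34Ca* was not alone, since 16 of the 17 eggshell genes compared were lower in *heph*2. *Tequila* (FBgn0023479, chromosome 3L from 9067745 to 9085231), the remaining gene of Table 4, changed much less, from 15.95 FPKM to 10.98 FPKM, a 1.45-fold decrease. Its log2 ratio of -0.54 did not reach the 0.781 below which Cufflinks called no gene, and 8.39% of the genes compared had a lower ratio. This depended on the scaling, since the log2 ratio was -0.81 on mapped reads and -0.98 when centred on the ribosomal protein genes.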

We conclude that RT-PCR and high throughput sequencing independently confirm misregulation of specific transcripts in the *heph*^2^ mutant.

**Fig 3:**
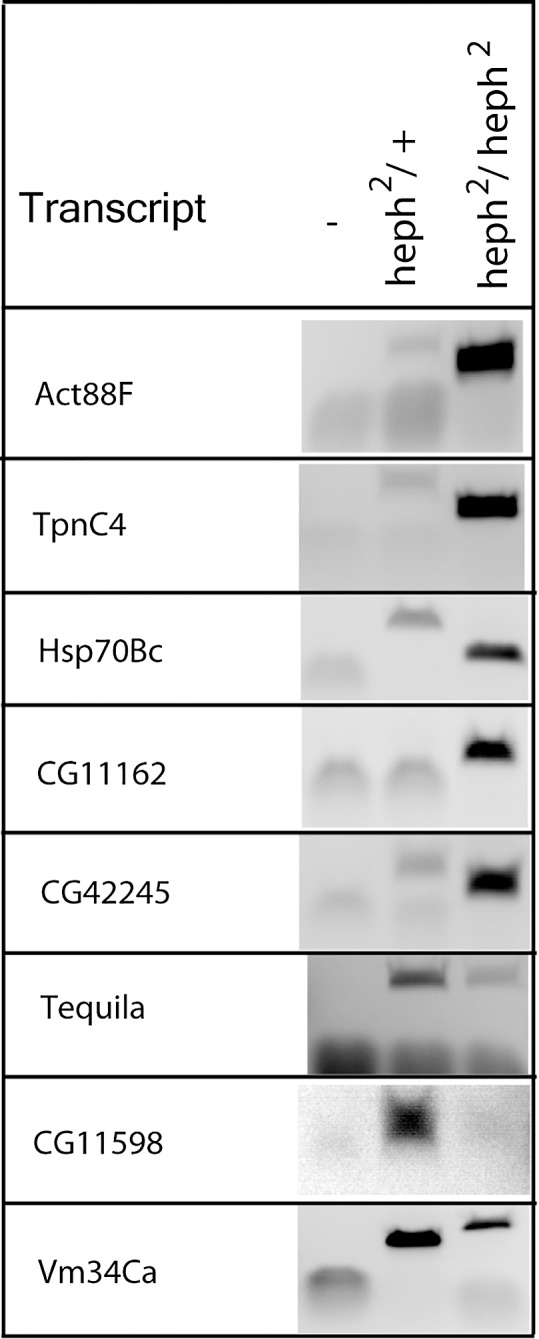
RT-PCR analysis reveals differentially expressed transcripts. RNA from the wild type control and the *heph*^*2*^ mutant was analyzed by RT-PCR analysis. Gene-specific primer pairs were used for amplification of several randomly picked genes that showed significant differential expression. For *Tequila*, primer pairs were designed to test alternative 5’ ends (transcription start site usage).

**Table 4:** Fold changes for selected candidates (ratio of RNA-Seq reads—mutant versus control).

Gene	Fold-change	Up or Down regulation
*Act88F*	+4.6	Up
*TpnC4*	+5.2	Up
*Hsp70Bc*	+10.5	Up
*CG11162*	+20.1	Up
*CG42245*	+79.8	Up
*Tequila*	-1.45	Down
*CG11598*	-32.1	Down
*Vm34Ca*	-88.1	Down

### RNA analysis confirms misregulated isoforms

Next, we analyzed the *Prm* and *Tequila* transcripts for their isoform differences. Indeed, RT-PCR analysis showed the presence of alternative isoforms for the *Tequila* and *Prm* genes (Figs 3 and 4A and 4B; data not shown), validating the analysis of high throughput sequencing. *Myosin light chain 1* (*Mlc1*) was an example of altered splicing pattern in the *heph*^2^ mutant (Fig 5A). We analyzed *Mlc1* expression pattern by RT-PCR, and found that it recapitulated the quantitative difference in the *Mlc1* skipped exon in the mutant (Fig 5B). We also analyzed embryonic mRNA from another embryonic lethal allele *heph*^03429^, which did not produce exon skipping. Thus, the altered splicing pattern observed here was specific to the *heph*^2^ mutation that causes male sterility. We also excised the two bands from the gel and confirmed exon inclusion and exclusion in *Mlc1* by direct sequencing. These findings show that loss of *dmPTB* function in the *heph*^2^ mutant results in significant differences in mRNA isoforms for specific transcripts.

**Fig 4:**
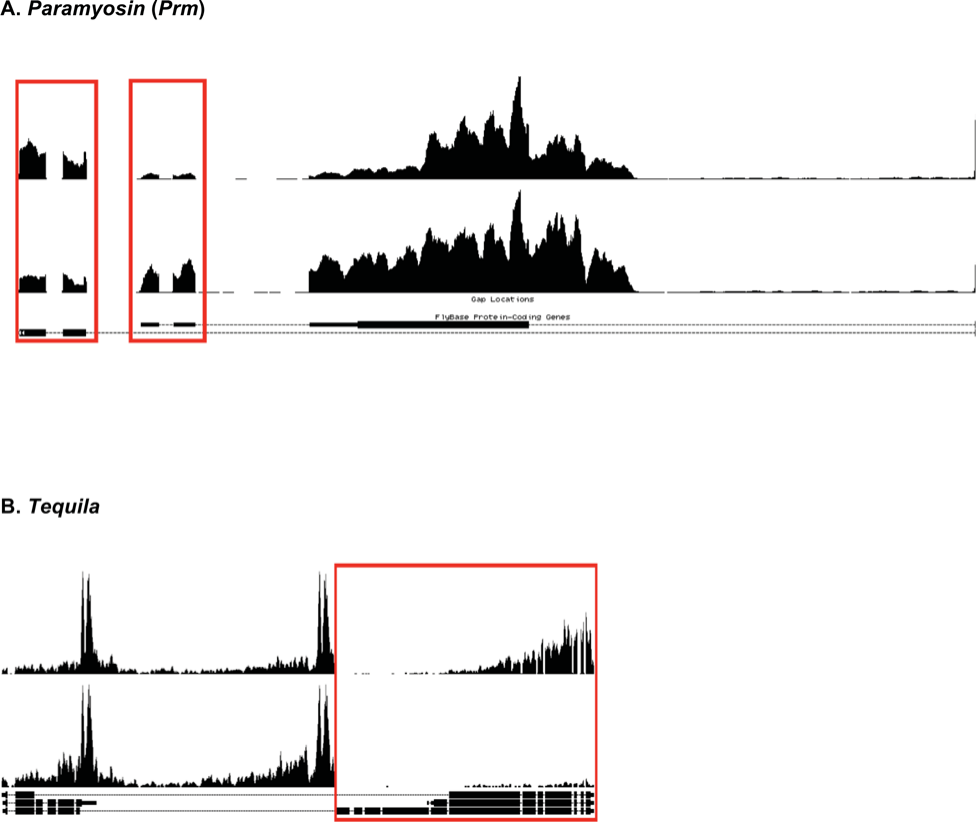
Use of alternative transcription start sites in the *heph*^*2*^ mutant. (**A)** RNA Seq read pileup across a *Paramyosin* alternative transcription start site, where alternative transcription start sites highlighted by the box. (**B)** RNA Seq read pileup across a *Tequila* alternative transcription start site, where the 5’ end showing the most difference is highlighted by the box. For RT-PCR validation of *Tequila* alternative transcription start site usage, see Fig 3.

**Fig 5:**
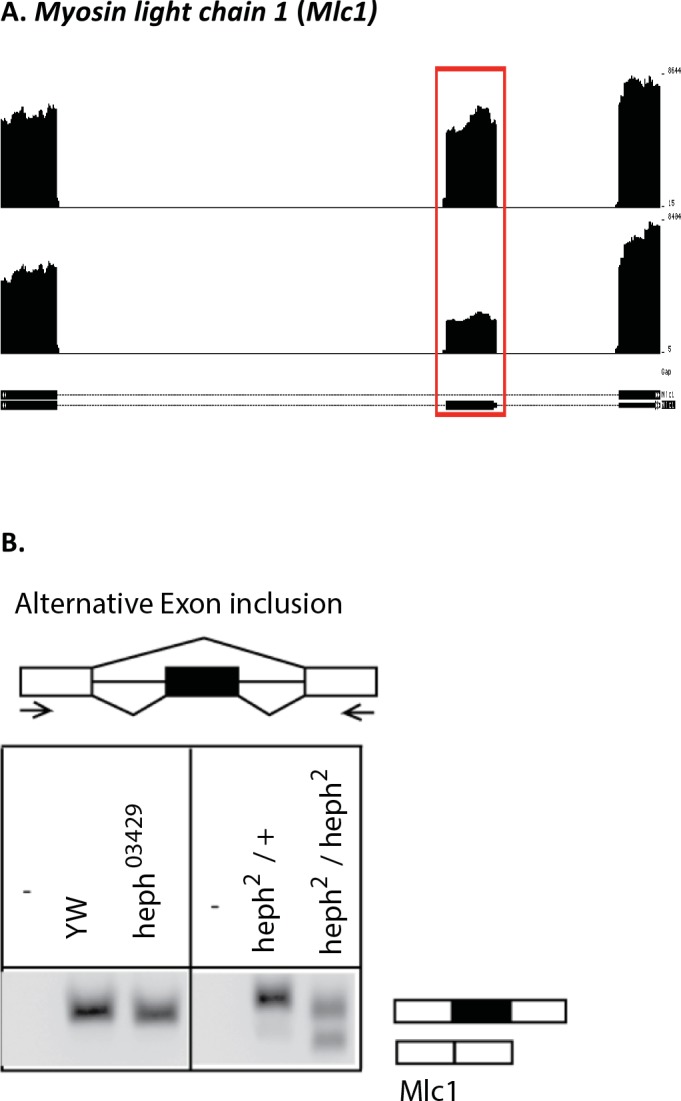
Alternative splicing of the *Mlc1* gene in the *heph*^*2*^ mutant. RNA Seq pileups were generated using UCSC Genome Browser, y-axis is auto-scaled to show differences in isoform fractions, alternative exon is highlighted by the box. **(A)** RNA-Seq read pileup across the *Mlc1* skipped exon in control (top) and *heph*^*2*^ mutant (bottom) flies, showing significantly increased exon skipped in the *heph*^*2*^ mutant. (**B)** RT-PCR analysis of *Mlc1* for exon skipping, using primers in the flanking exons shown by the arrows.

### A PTB binding site is phylogenetically conserved in Mlc1

We previously showed that the *heph*^*2*^ mutation disrupted spermatid individualization, an actomyosin cytoskeletal-related process [4, 31]. Thus, *Mlc1* was an attractive candidate for which misregulation could contribute to the observed male sterility phenotype of the *heph*^*2*^ mutant. To determine if there was a dmPTB binding site in this transcript we analyzed sequences in the vicinity of the altered exon use in *Mlc1* from 12 *Drosophila* species. We found that the skipped *Mlc1* exon contained an extended C/U-rich site and that this site was conserved in 12 different Drosophila species (Fig 6). In fact, this C/U-rich sequence is very similar to the PTB consensus binding site obtained through the SELEX enrichment of RNAs that bound PTB with high affinity [4, 5]. The expression of other myosin light chains in *Drosophila* including *Androcam*, *Calmodulin*, *Mlc2*, and *Mlc-c* was not significantly affected in our analysis of the *heph*^*2*^ mutant. 

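*Androcam*, which the deposited table lists as *And* (FBgn0011273, chromosome 3R from 21637633 to 21638924), had 491 FPKM in the control and 576 FPKM in *heph*2, a log2 ratio of 0.23. *Calmodulin* (*Cam*, FBgn0000253, chromosome 2R from 8146913 to 8162130) had 419 FPKM and 349 FPKM, a log2 ratio of -0.26. *Mlc-c* (FBgn0004687, chromosome X from 5513167 to 5520085) had 145 FPKM and 165 FPKM, a log2 ratio of 0.19. *Mlc2* (FBgn0002773, chromosome 3R from 25997160 to 26000273) moved more, from 3644 FPKM to 6167 FPKM. Its log2 ratio of 0.76 lay just under the 0.781 below which Cufflinks called no gene, and 94.9% of the genes compared had a lower ratio. The median of the 4 genes was 0.21 (percentile 22.2 among random lists matched on mean FPKM). The small ratios of *And* and *Mlc-c* changed sign with the scaling, to -0.05 and -0.09 on mapped reads. *Mlc1* itself (FBgn0002772, chromosome 3R from 23483285 to 23485921), all isoforms together, had 2731 FPKM in the control and 3488 FPKM in *heph*2, a log2 ratio of 0.35. The counts of reads behind its 2 isoforms were not analysed here.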

We conclude that the *Mlc1* transcript contains a conserved high affinity PTB binding site.

**Fig 6:**
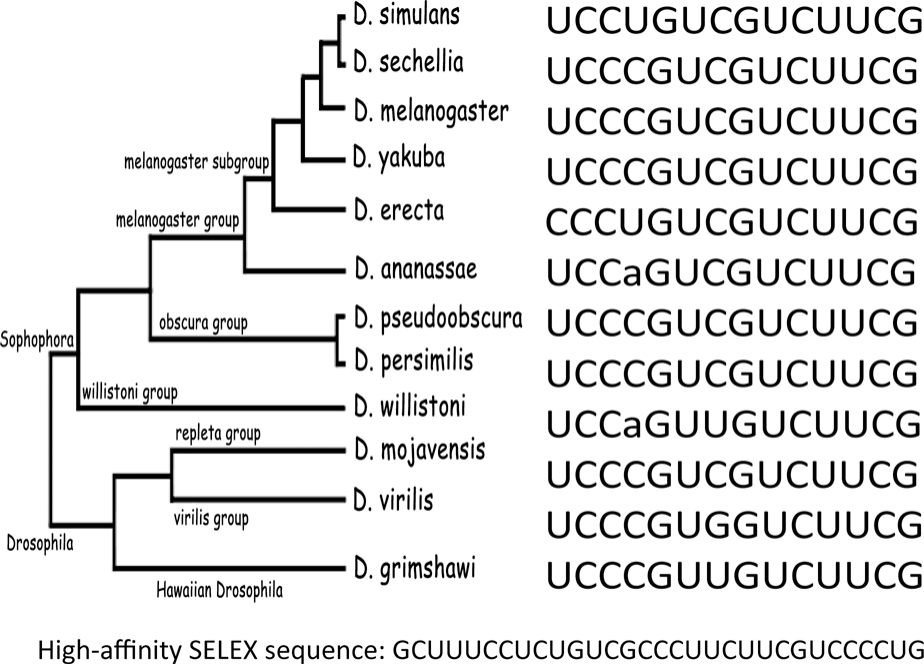
Identification of a conserved PTB binding site in *Mlc1*. Putative PTB binding site in *Mlc1* conserved in 12 Drosophila species is shown. The highest affinity SELEX sequence that binds PTB *in vitro* is shown for comparison.

## Discussion

We used a high throughput sequencing approach for transcriptome profiling and have identified transcripts that are misregulated in the *heph*^*2*^ mutant. These include transcripts that show differences in expression levels (up or down regulation) and mRNA isoforms (with alternative 5’ ends or exons) and some of them have been linked to spermatogenesis. The candidates revealed by the genome-wide analysis have been independently validated for their misregulation. Finally, phylogenetic comparison among *Drosophila* species reveals a conserved high affinity PTB binding site near a misregulated splice site in the *Mlc1* gene. These findings are consistent with the idea that the regulatory RNA binding protein dmPTB likely affects many molecular functions *in vivo*.

We chose to study the *heph*^*2*^ allele because it shows a specific developmental defect during spermatogenesis, leading to male sterility. In contrast to the sex-specific expression of the major *dmPTB* transcript in *Drosophila* [13], the human PTB is ubiquitously expressed. Our high throughput analysis shows that in the *heph*^*2*^ mutant *dmPTB* reads are absent past the site of transposon insertion. This lack of *dmPTB* expression manifests in significant misregulation of several specific downstream genes.

Among the misregulated transcripts revealed here, several are excellent candidates for their role in the spermatogenesis process, and thus provide connections to how loss of dmPTB function can lead to known spermatogenesis defects or some other male-specific defect that remains to be characterized. For example, *Dronc/Nc*, which is misregulated in the *heph*^*2*^ mutant, has been previously shown to be involved in one of the caspase activation pathways necessary for spermatid individualization [28]. This previous study elegantly showed that multiple caspases and caspase regulators, involving ARK- and HID- dependent activation of DRONC at sites of spermatid individualization, are required for this non-apoptotic process of spermatid individualization. Similarly, *oxen*, another misregulated transcript in the *heph*^*2*^ mutant, was previously uncovered in a genetic screen that was designed to identify male-sterile mutants [24]. In fact, this same genetic screen also revealed the *heph*^*2*^ mutant. Thus, our observation is consistent with a possible functional relationship between *heph* and *oxen*. We argue that a quantitative differences in *Dronc/Nc* and *ox* transcripts in the *heph*^*2*^ mutant are biologically relevant because, based on our previous observation, quantitative reduction in dmPTB levels correlates well with the severity of the male-sterile phenotype [4]. These observations on *Dronc/Nc* and *ox* misregulation strongly suggest regulatory relationships, acting in the same developmental pathway–spermatogenesis.

We previously showed that adult *heph*^*2*^ testes contain all spermatogenesis stages up to the elongated spermatids but no motile sperm [13] and accumulate cysts of elongated spermatids with numerous bulges along their length [4], which is characteristic of defects in the spermatid individualization process [32]. In fact, when we specifically examined, with DAPI or phalloidin staining, the integrity of the individualization complex (IC), which is characterized by a tightly cross-linked actin cytoskeletal cone, this complex was disrupted in the *heph*^*2*^ mutant [4]. Given that this terminal step of spermatogenesis involves an actomyosin cytoskeletal apparatus or directional F-actin regulation, the question arises what components or regulators of this actomyosin cyskeletal apparatus are involved. To our knowledge, these candidates have not been experimentally shown to display male sterile defects. We speculate that *Act88F*, *Prm*, *TpnC4*, and/or *Myosin light chain 1*, which have emerged as candidates for regulation by dmPTB in our genome-wide screen, are likely important players in this process and their misregulation could in part account for male sterility in general and the disrupted IC in particular. In regards to other misregulated genes reported here, although UCUU and UUCU sequence motifs [3] can be found in most genes, we have been unable to find an obvious high affinity PTB binding similar to the one shown in Fig 6 [4, 5]. It is an open question whether these genes are further downstream or contain a functional PTB-binding site that remains to be identified. Future studies should distinguish between these possibilities. Our analysis has also revealed misregulated genes that have not been linked to spermatogenesis yet.

We note that all of the alternative isoform candidates were confirmed to be expressed in the testis using RNA-Seq data from the modEncode project [29]; the testis isoform expression pattern matched with that of the *heph*^*2*^*/TM3* control and not the *heph*^*2*^ homozygotes. We also compared the differentially expressed genes in *heph*^*2*^ and *heph*^*03429*^. There was little overlap, beyond the number of genes that would be expected by chance, between the differentially expressed genes in the *heph*^*2*^ and *heph*^*03429*^ analyses (S1 Fig). The *heph*^*03429*^ mutation was previously linked to misregulation of *Notch* in embryos [11, 17–19]. While Notch plays a role in spermatogenesis [33], whether it functions during spermatid individualization, which is defective in the *heph*^*2*^ mutant [4], remains to be established.

A prominent role of sex-specific RNA expression and splicing has been extensively studied in *Drosophila melanogaster*, where a series of alternative splicing events (*Sxl* → *tra* → *dsx*) leads to somatic sexual differentiation [34]. In *Caenorhabditis elegans*, a cascade of regulatory events or repression at the level of transcription or translation mediates sexual differentiation [35]. In mammals, including mice and humans, the key regulator gene *SRY* on the Y chromosome leads to testes differentiation, which produces testosterone and masculinizes all somatic tissues. In fact, the *dsx* ortholog is conserved in *C*. *elegans* (*mab-3*) and humans (*DMRT*) [36, 37]. Recent, high throughput analysis clearly shows abundance of sex-specific RNA expression differences in *Drosophila* and humans, including pre-gonadal tissues such as brain [38–43]. Recognition of sex-specific RNA differences in humans and vertebrates has important implications in normal development and clinical aspects of various diseases such as neurological disorders that show sex-biased disease development, pathology, and recovery (reviewed in [44]). While sex-specific alternative mRNA processing is well established in *Drosophila melanogaster*, environmental, genetic, and inherited epigenetic mechanisms (chromatin modifications and remodeling), non-coding RNA, and RNA and DNA editing are emerging as important additional regulatory players in sex-specific gene expression, leading to sexual dimorphism in mammals and vertebrates.

In addition to RNA-Seq [26] and the phylogenetic sequence analysis used here, several other approaches have been employed in other studies of RNA-protein interaction: yeast-three-hybrid assay [45]; CLIP [46]; Fast-FIND (*Fast*-*F*ully *I*ndexed *N*ucleotide *D*atabase) [47]; PAR-CliP (Photoactivatable-Ribonucleoside-Enhanced Crosslinking and Immunoprecipitation) [48]; and RIP-Seq (or RIP-ChIP). As noted above, the short, degenerate (pyrimidine-rich sequence) PTB binding site appears frequently in the genome and makes identification of RNA-protein interactions that are functionally relevant even more difficult. Our analysis has provided a list of candidates for future functional analysis and a useful dataset that can be combined with other genome-wide studies to obtain a more complete list of misregulated transcripts. Follow-up molecular, genetic, and biochemical analysis should provide better understanding of the molecular basis for spermatogenesis.

## Materials and Methods

### Fly stocks and RNA preparation

The *heph*^*2*^ stock was obtained from the Bloomington Stock Center. Flies were raised on standard cornmeal food at 17–25°C. Poly(A)^+^ RNA from 1 microgram total RNA was obtained from the *heph*^*2*^ mutant and wild-type control (*heph*^*2*^ */ TM3*) whole adult homozygous *heph*^*2*^ males aged 1–3 days after eclosion, and mRNA-seq sequencing libraries (standard Illumina TruSeq) were prepared according to manufacturer’s instructions (Illumina, Inc., San Diego CA, USA). The *heph*^*2*^ mutant and wild-type control libraries were sequenced on an Illumina HiSeq 2000 sequencer (singleton 50 base-pair reads).

### RNA Seq: alternative isoform analysis

TopHat 2.0.4 was used to map reads to the Flybase *Drosophila melanogaster* r5.44 genome annotation (GTF and Fasta files), with the—no-novel-juncs and—microexon-search parameters (mapping statistics are shown in Table 1) [25]. Alternative splicing analysis was first attempted using the MISO [30] software package using event-specific analysis (as opposed to whole-isoform analysis). Alternative splicing candidates were called using an isoform fraction difference threshold of 0.2 and a minimum Bayes Factor of 10 (at least 10-to-1 odds, or 0.0909 probability, that the alternative event call was not due to chance alone). Most of the MISO alternative isoform candidates, however, showed little observable difference upon manual inspection of the reads across alternative junctions and so were not pursued. Cufflinks did not call any alternative splicing or alternative transcription start sites as significant, and so was not used for isoform-specific analysis [49]. We also used an alternative isoform algorithm which called ratios of exon-exon spanning reads supporting each isoform, using the probability mass function of the binomial distribution to estimate a p-value (which was then converted into a log-odds value). De novo prediction of new splice sites using TopHat did not yield any significant differential isoforms, so only annotated splice junctions were used in this analysis. Traces were generated using the UCSC genome browser/tools. For additional methods details on RNA-Seq expression and isoform analysis, see [26].

### RNA Seq: differential gene expression analysis

Cufflinks version 2.0.0 was used to determine significant overall gene expression in the *heph*^2^ mutant analyses. Cufflinks did not call any gene significant under an absolute fold-change value of 0.781 in the *heph*^*2*^ analysis.

### Search for PTB sites

Putative PTB sites were searched through the UCSC 15 species insect alignment, which includes 12 Drosophila species (ftp://hgdownload.cse.ucsc.edu/goldenPath/dm3/multiz15way/). A PTB binding site was defined as a stretch of at least nine C or U residues allowing at most one G, conserved within 25 nucleotides (not including indels) in at least 9 species in the 15-species genomic alignment. Conserved PTB sites were also searched manually around alternative splice sites in the UCSC genome browser.

### RT-PCR validation of candidates

Alternative splicing candidates were validated using RT-PCR primers that spanned the alternative transcriptional area, using one PCR primer set to span both alternative isoforms to yield two product sizes. Alternative transcription site candidates were validated using an identical reverse primer and separate forward primers. RpS15 (a ribosomal protein gene) RT-PCR was used as a loading control with primers designed over a constitutive intron boundary to rule out the presence of genomic DNA. PCR primers used are shown in S1 Table.

### Gene Ontology analysis

The Database for Annotation, Visualization and Integrated Discovery (DAVID) v6.7 was used for gene ontology analysis online. The pie chart (in Fig 2) represents the genes in only the most overrepresented ontology categories.

## Supporting Information

S1 Fig A comparison of sequence reads from the *heph*^*2*^ and *heph*^*03429*^ mutants and primer sequences are provided. (PDF) Click here for additional data file.

S1 Table Analysis of sequence reads between control and *heph*^*2*^. (XLSX) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

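The data were 2 RNA-Seq libraries of polyadenylated RNA from whole adult males, 1 of *heph*2 homozygotes and 1 of *heph*2/*TM3* males, which the study uses as the wild-type control. The sample labels and the paper name both libraries in the same way. Each library was 1 sample of its genotype, so the differences have no replicate check and no p-value was computed.

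The authors mapped single reads of 50 bases with TopHat to the genome and annotation of FlyBase r5.44, ran Cufflinks, and deposited 1 FPKM value per gene and library, with the log2 ratio of both values and the position of the locus. Every column of FPKM values belonged to 1 of the 2 libraries. The log2 ratio was computed again from the FPKM values. FPKM values hold no read counts, and the paper's test of differential expression could not be repeated from them. Positions are those of the deposited table, in the coordinates of r5.44. The table counts the start of a locus from 0, as shown by the locus length of 1489 of 8716 genes that lie alone in their locus and have the same length in BDGP6, against 146 genes for a count from 1, so 1 was added to each start. A total of 5232 genes share their locus entry with another gene, and for these the position is that of the shared region. This holds for the positions given for *heph*, *ox*, *TpnC4*, *CG42245* and *Mlc-c*. The BDGP6 annotation was used only for transcript lengths and gene symbols, and 13462 of the 14794 gene identifiers matched it. Of the genes compared, 92.6% had a transcript length.

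Depth was worked out from the low FPKM values. The FPKM that 1 read gives on 1 kilobase was 0.0214 in the control and 0.0331 in *heph*2, which corresponds to a scaling on 88.9% and 73.4% of the mapped reads of Table 1. Reads per gene were estimated with the median length of the gene's transcripts and a fragment length of 200 ± 80 bases, the values assumed for single reads. A gene with 3 reads or fewer in 1 library was treated as being at the floor, and its fold is given as a lower bound against 3 reads.

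Genes with a mean FPKM of at least 1 and a value above 0 in both libraries were compared. Changes of at least 2-fold and of at least 0.781 on the log2 scale, the smallest change that Cufflinks called in the study, were counted. Genes were named in the text if the paper names them with RNA-Seq values, if they were among the 5 largest increases or the 5 largest decreases, or if they belong to a gene list that is reported. Genes named outside this rule are said to have been chosen after their values were seen. The 24 gene lists were written before the data were examined, except that the opening part of S1 Table had been read. The median log2 ratio of a list was given as a percentile among 10000 random lists of the same size, drawn with replacement from 20 bins of mean FPKM. The same was done for the share of chromosome 3 genes, and of genes within 500 kb of *heph*, that changed at least 2-fold. In addition, lists were matched on 10 bins of transcript length with 5 bins of mean FPKM in each, a step chosen after seeing the data. GC content was not analysed here, since a genome sequence was not used.

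The alternatives set before the data were examined were a pseudocount of 0.1 or 1, no minimum FPKM, a minimum mean FPKM of 5 or 10, centring on the median of all genes or on the cytosolic ribosomal protein genes, only genes alone in their locus, no small RNA genes, and a window of 1 Mb around *heph*. Scaling on the mapped reads of Table 1, and centring within bins of transcript length and mean FPKM, were added after seeing the data. A count was taken as moved when it changed by more than 1.5-fold, the log2 ratio of a gene when it changed by more than 1.5-fold on the linear scale, and the median of all genes when it changed by more than 0.1. A list was taken to stand apart when its percentile was below 2.5 or above 97.5.

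The calculations used Python with numpy, pandas and scipy. They were tested on simulated libraries of a somewhat lower depth than the real ones, with random counting of reads as the only noise. Of 200 genes changed 4-fold, 99% were counted as changed at least 2-fold, and 0 of 10597 unchanged genes with a mean of at least 50 reads were. Unchanged genes with fewer reads were not counted in this test. Differences between flies of the same genotype were not simulated, so it does not give the rate at which such differences reach 2-fold. The reads of 541 low genes with a single transcript were recovered within 0.1 read in 100% of cases. The same transcript lengths made and recovered these reads, so this does not show how accurate the estimates are in the real libraries. There, 61.4% of such genes in the control and 61.3% in *heph*2 fell within 0.1 of a whole read. Of 100 random lists, 97 fell within the central 95% of percentiles. The isoform results of Table 3, the read pileups of Figs 1, 4 and 5, the comparison with male germline genes and the sequence comparison of Fig 6 rest on data that were not analysed here.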

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

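The tests of the chromosome 3 share of 2-fold changes and of the other complex III genes were fixed before the values were seen. The test of the eggshell decrease as RNA from females was written before its result, changed during the analysis and then restored to its first wording. All other tests in this part were chosen after the values were seen. Most of the genes given here are not discussed in the paper.

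Eggshell genes were far lower in *heph*2 males than in control males, although both libraries are described as male. The 17 eggshell genes compared had a median log2 ratio of -3.97 (percentile 0 among random lists matched on mean FPKM), and 16 of them were lower. With genes of 3 reads or fewer set at their bound the median was again -3.97. *Cp7Fc* and *Vm26Ac* were above 0 in the control and listed at 0 in *heph*2. Too few reads cannot account for this, since the median eggshell gene had about 256 control reads. A candidate explanation is a small amount of RNA from females in the control library. The test of it asked that the yolk protein, spermatheca and female germline lists all lie below percentile 2.5, and it was not met. The 3 yolk protein genes *Yp1*, *Yp2* and *Yp3* fell from a summed 114 FPKM to 14.7 FPKM (median log2 ratio -2.89, percentile 0). The 4 spermatheca genes compared had a median of -0.67 (percentile 0.23), although 1 of them was higher. These 4 genes kept between 14.2 and 912 FPKM in *heph*2, so their RNA need not come from females. The spermatheca list is therefore weak evidence for this explanation. The 21 female germline genes compared had a median of -0.05 at percentile 64.97. Many of them are abundant in these males too, which would hide a small contribution, so this leaves the explanation undecided rather than excluded. With no minimum FPKM, an alternative set before the data were examined, all 3 lists lay below percentile 2.5, the yolk protein genes at 0, the spermatheca genes at 0.13 and the female germline genes at 1.42 (median -0.36). Under every other alternative the female germline list did not, so the outcome depends on the minimum. With no minimum, the spermatheca list still holds the 4 genes above and has the same weakness. Only after the result with the minimum was the list narrowed to the 20 female germline genes with a mean FPKM under 5, with no minimum set. Of these, 16 were lower, with a median of -0.58 (percentile 1.33), and *osk* went from about 219 reads to 2. Because this narrower group was chosen with the values in view, it does not count as a test. All of these transcripts together are a small part of the library, the eggshell genes taking 0.0222% of all FPKM in the control and 0.0015% in *heph*2. A change of these genes in males through the *heph*2 genotype was not tested and remains open. *Vm34Ca* of Table 4 is 1 of these eggshell genes.

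Nuclear genes of the respiratory chain were higher in *heph*2, with a median log2 ratio of 1.37 for complex IV with cytochrome c. The order of the complexes changed with the processing and is not read here. Over the 62 genes of complexes I, III and IV, cytochrome c and ATP synthase that have a transcript length the median was 1.08, and 60 were higher. Short and abundant transcripts had higher ratios throughout these libraries, but this trend is not the whole cause, since the median of the 62 genes lay at percentile 100 of random lists matched on both transcript length and mean FPKM, and was 0.64 after centring on genes of similar length and level. Scaled on mapped reads it was 0.81. Since *ox* is a complex III gene, its increase may be part of a general rise of respiratory chain transcripts. The other 9 complex III genes were all higher, with a median of 1.09 against 1.32 for *ox*. This test leaves open what the rise comes from. A difference in tissue composition, in RNA quality or in the state of the flies cannot be separated from the genotype with 1 library each.

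Accessory gland genes were lower in *heph*2, with a median log2 ratio of -0.80 over 30 genes. The trend with transcript length and mean FPKM goes the other way for these short and abundant transcripts. Their median lay at percentile 0 of random lists matched on both, and was -1.16 after centring on genes of similar length and level and -1.07 when scaled on mapped reads. Smaller glands, a difference in mating or age, and an effect of the genotype on the gland remain open and untested.

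*Map205* had the largest decrease of all genes compared in the values as deposited, with a log2 ratio of -7.23. This rank depended on the choices made. With a pseudocount of 1 its log2 ratio was -2.87, against -5.30 for *Vm34Ca*, and *Vm26Aa* was also lower than *Map205* with a pseudocount of 0.1 and after centring on genes of similar length and level. Its control value rests on about 1408 reads, so the decrease is not one of a few reads. *Map205* is the last gene of chromosome 3R in the table. It starts 63314 bases beyond the end of the region listed for *heph*, an entry that *heph* shares. The 3 genes listed between *heph* and *Map205* had log2 ratios between -0.30 and 0.29, so the decrease does not extend over the whole interval. The *heph* chromosome is homozygous here in the *heph*2 library only, so an allele of *Map205* on that chromosome that is not expressed remains open and was not tested for this gene alone.

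Chromosome 3 held more of the changed genes than the other chromosomes. Of its 5241 genes, 6.24% changed at least 2-fold, against 4.39% of 6613 genes on chromosomes X, 2 and 4, and this share lay at percentile 99.96 of random lists matched on mean FPKM. The excess lay among the lower genes. On chromosome 3, 3.26% of genes were at least 2-fold lower, against 1.71% elsewhere (percentile 100), and 2.98% were at least 2-fold higher, against 2.68% elsewhere (percentile 83.6). Without the eggshell, yolk and female germline genes the share of lower genes was again at percentile 100, so these listed genes do not account for the excess. Other transcripts from females could remain among the lower genes, so RNA from females is not excluded by this. Outside these lists 11 genes were at least 8-fold lower, and 100% of them (11 of 11) lay on chromosome 3. Chromosome 3 holds 43.9% of the genes compared outside these lists. The 11 genes included *Map205*, *CG32198* and *CG11598*, and 6 were on 3R and 5 on 3L. The excess was smaller at a lower cutoff. Of 28 genes at least 4-fold lower outside these lists, 19 (67.9%, percentile 99.4) lay on chromosome 3. The share of 2-fold changes and the 8-fold lower genes fit a chromosome 3 genotype that differs between the libraries. The control carries *TM3*, and *heph*2 males carry the *heph*2 chromosome on both homologs. A gene expressed from *TM3* alone would be near 0 in *heph*2. *CG11598* of Table 4 may be such a gene, and this was not tested for the gene alone. An effect of *heph*, which is itself on chromosome 3, on genes of the same chromosome cannot be excluded. Among the 19 genes at least 4-fold higher, 16 were on chromosome 3 (percentile 99.97), and 12 of the 15 that are not heat shock genes. Carrying a chromosome 3 allele in 2 copies rather than 1 would raise a gene at most 2-fold, so the simple form of this explanation leaves these increases open.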

How the results depend on the processing

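With every alternative, 334 genes higher and 292 lower by at least 2-fold (626 in all), 1089 genes past 0.781 and a median log2 ratio of 0.01 are the values to compare with. Scaling on mapped reads and centring within bins of transcript length and mean FPKM were chosen after seeing the data. The cause of a change was not tested unless stated.

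The scaling of the libraries moved the split of higher and lower genes most, and this follows from its construction, since 1 amount is taken from every ratio. Higher genes were 53.4% of the 2-fold changes as deposited, 22.4% when scaled on mapped reads and 9.84% when centred on the ribosomal protein genes. Centred within bins of length and mean FPKM they were 35.7%. On mapped reads, 171 genes were higher and 594 lower and the median of all genes was -0.26. These 171 genes were all among the 334, and the 594 included all 292. Centred on the ribosomal protein genes, 103 genes were higher and 944 lower, 1047 changed at least 2-fold, 2258 passed 0.781 and the median of all genes was -0.43. Centred within bins of length and mean FPKM, 199 genes were higher, 182 of them among the 334, and 359 were lower, 238 of them among the 292. This setting covers only the 11081 genes with a transcript length, so genes without a length count as not kept.

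The handling of low FPKM values moved the counts by construction, since genes enter or leave with the minimum and a pseudocount shrinks the ratios of genes with low FPKM. With no minimum, 1035 genes changed at least 2-fold, 566 were lower, 1661 passed 0.781 and the median of all genes was -0.0030. With a mean FPKM of at least 5, 159 genes were lower. With a mean of at least 10, 126 were lower, 382 changed at least 2-fold, 671 passed 0.781 and the median was 0.12. With a pseudocount of 1, 184 genes were lower. Higher genes were then 60.1% of the changes, and 67.02% with a mean of at least 10.

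Of 272 values of named genes under the alternatives, 116 were unchanged by construction, since those alternatives only leave genes out. Of the other 156, 134 kept their sign and stayed within 1.5-fold. A further 12 moved by more, all with a pseudocount and all with the same sign. The other 10 changed sign. Centred on the ribosomal protein genes, the log2 ratio was -0.15 for *Prm*, -0.0892 for *Mlc1*, -0.27 for *CG1674*, -0.21 for *And* and -0.25 for *Mlc-c*. On mapped reads it was -0.10 for *CG1674*, -0.0462 for *And* and -0.0885 for *Mlc-c*, and within bins of length and mean FPKM it was -0.12 for *And* and -0.10 for *Mlc-c*. As deposited, the ratio of these genes was at most 0.35.

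The medians of the eggshell, yolk protein, accessory gland, complex I, complex III, ATP synthase, heat shock and Turandot lists kept their direction, and stayed apart from random lists, under every alternative that could be run. Centring on the median of all genes or on the ribosomal protein genes, and scaling on mapped reads, take 1 amount from every ratio. The percentiles are then unchanged by construction, so these settings test only the direction. Centred on the ribosomal protein genes, the median turned to -0.15 for the testis spermatid genes, -0.0569 for flight muscle, -0.22 for Y-linked genes, -0.23 for the other myosin light chains and -0.0204 for mitochondrial ribosomal proteins. On mapped reads it turned to -0.0527 for Y-linked genes and -0.0673 for the other myosin light chains. Within bins of length and mean FPKM it turned to 0.0204 for the female germline, -0.11 for the other myosin light chains and -0.0558 for the cytosolic ribosomal proteins, and the lists for spermatid individualization (-0.0601) and for Jonah proteases and trypsins (0.0441) no longer stood apart. With no minimum, the Y-linked median turned to -0.62 (percentile 1) and the female germline median was -0.36 (percentile 1.42), and both lists stood apart. Among genes alone in their locus, the spermatheca list (-0.40), complex IV with cytochrome c (1.16) and the actomyosin candidates (0.35) no longer stood apart, with fewer genes in each, and the cuticle median was 0.0202. The cuticle median was 0.18 with a mean of at least 5 and -0.00963, standing apart, with a mean of at least 10.

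The share of chromosome 3 genes changed at least 2-fold stood apart under every alternative except a mean FPKM of at least 10, where it was 5.48%. Within 500 kb of *heph*, 5 of 53 genes (9.43%, percentile 93.4) changed at least 2-fold. The share stood apart when centred on the median of all genes (11.3%), among genes alone in their locus (14.3%) and on mapped reads (13.2%), and did not within 1 Mb. A share of so few genes moves with 1 gene.

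Depth limits the lowest values. About 1 control read stands behind *CG11162* and about 1 *heph*2 read behind *CG32198*, and 4 of the 17 eggshell genes compared had a library with 3 reads or fewer. No paired analysis was possible because there was 1 library per genotype and no test was run.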

Differences from the paper's values

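The fold changes of Table 4 and the changes of *Nc* and *ox* given in the paper's text were all within 1.5-fold of the values computed here. Fig 2A draws no gene above a log2 change of about 3 among the genes higher in *heph*2 (read by eye). The paper names *CG11162* and *CG42245* among the significantly upregulated transcripts. The log2 ratio of *CG42245* was 6.32. That of *CG11162* was 4.33 from about 1 control read, so it can only be read as at least 2.74. This bound is not above the limit of Fig 2A. *Hsp70Bc*, which the paper also names as upregulated, had a log2 ratio of 3.40, a little past that limit. Of these genes, *CG42245* lies furthest past it.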

Other observations

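The test of the median of all genes was fixed before the values were seen, and the other tests in this part were chosen after them.

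Higher and lower genes were nearly balanced as deposited, and the median log2 ratio of all genes was 0.0126. Whether the 2 libraries are scaled equally cannot be told apart from these values, because a scaling that sets the median of the genes near 0 would give the same result. The worth of 1 read in each library shows that the FPKM values were not scaled on mapped reads.

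The ratios rose with the level of the gene as well as falling with its length. The median log2 ratio was -0.28 over 1373 genes with a mean FPKM between 1 and 3, and 0.49 over 238 genes with a mean FPKM above 1000. Within the band of mean FPKM from 30 to 300, the median was 0.37 over 1332 genes with transcripts of up to 1000 nucleotides and -0.05 over 231 genes with transcripts of over 3000 nucleotides, so that length mattered at similar levels. No biological explanation was tested for this trend.

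Among muscle genes, *fln*, *TpnC4* and *Act88F* were far higher in *heph*2, with log2 ratios of 2.68, 2.38 and 2.21. A larger share of RNA from muscle of every type in the *heph*2 library would raise other muscle genes in the same way. The 26 flight muscle genes compared had a median of 0.39 (percentile 71.3, and 99.01 when matched on transcript length too). The 23 genes without these 3 had a median of 0.29 at percentile 41.7, with 6 lower and ratios between -0.72 and 0.76. This speaks against a larger share of muscle as a whole being the whole cause. The list was not divided by type of muscle, so a larger share of flight muscle alone was not tested and remains open. The percentile of the 23 genes was 86.6 when matched on transcript length too, over the 18 that have a length. The 4 genes that the paper names as actomyosin candidates, *Act88F*, *Prm*, *TpnC4* and *Mlc1*, had a median of 1.28 (percentile 99.6), to which *Prm* contributed 0.29 and *Mlc1* 0.35. The study chose them from these libraries.

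The Hsp70 copies are nearly identical and could exchange reads. Their summed FPKM rose from 6.76 to 51.5 over 6 copies, which is 7.62-fold, so an exchange of reads between copies does not account for the increase of the family. How much of it belongs to *Hsp70Bc* stays open, since *Hsp70Bb* rose from 3.66 FPKM to 31.1 FPKM and its reads cannot be set apart with certainty.

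Other lists gave these medians. The 44 testis spermatid genes had a median log2 ratio of 0.29 (percentile 50.7), with 36 higher. The 38 genes of spermatid individualization had a median of -0.03 at percentile 0.99, but at percentile 26.6 when matched on transcript length too. *Nc*, at -0.85, was the lowest of them. The 4 ejaculatory bulb genes had a median of -0.28 (percentile 1.45) and the 4 Y-linked genes one of 0.22 (percentile 93). The 84 cytosolic ribosomal protein genes had a median of 0.44 (percentile 68.7), and *RpS15*, which is among them, had 0.59. All 37 mitochondrially encoded genes were listed at 0.

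Of the genes with isoform changes in Table 3, whole-gene values are given for 3 here. *Prm* had 421 FPKM in the control and 516 FPKM in *heph*2 (log2 ratio 0.29), and *CG1674* had 107 FPKM and 121 FPKM (0.17). *Ald* had 793 FPKM and 1843 FPKM (1.22), a change of more than 2-fold as deposited. The change of *Ald* was under 2-fold when scaled on mapped reads (0.94) and when centred on the ribosomal protein genes (0.77).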
